A study of Rattus norvegicus with 180 samples. Its data were reported in "Transcriptomic responses in the oral cavity of F344 rats and B6C3F1 mice following exposure to Cr(VI): Implications for risk assessment" (2016).

How the data were processed

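Female F344 rats drank water with sodium dichromate dihydrate (SDD), a source of hexavalent chromium, Cr(VI). RNA from the duodenum, the jejunum and the palate (the oral mucosa of the study) was taken at day 8 or day 91, after 7 or 90 days of exposure. The 180 arrays came from 43 rats and fell into 60 groups of 3 by tissue, day, dose set and arm. Each of the 5 dose sets of a tissue and day (0.3, 4, 60, 170 and 520 mg/L SDD) had 3 exposed arrays and 3 control arrays of its own. The control arrays of the 5 sets came from the same 3 control animals, each measured on 5 arrays. Groups were taken from the sample labels.

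The authors labelled each sample independently with both dyes, scanned rat Agilent whole-genome oligonucleotide arrays and used only the median Cy3 signal. The deposited values were log2 intensities that the authors had quantile normalized in Partek Genomics Suite, whose version was not given. The array quantiles showed that normalization had been done within the 30 arrays of each tissue and day, so the values were used as deposited. Values ranged from 5.74 to 16, the log2 of the scanner ceiling of 65535, and 141 to 417 probes per array lay at that ceiling. A fold change of a probe at the ceiling in 1 arm is a lower bound. Raw signals and background flags were not used here. The number of arrays, not a read depth, limited the precision.

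The value table had 41106 features. After 94 control features were left out, 41012 probes remained, of which 20932 had exactly 1 gene symbol and 20080 were not listed in the probe annotation. Symbols were updated through a RefSeq gene table of assembly GRCr8 (2712 changed), which gave 15925 genes. No coordinates were taken from it. Of 41012 probes, those at or above the array median in more than 50% of the 30 arrays were tested. This left 19162 and 19140 probes in the duodenum at days 8 and 91, 19384 and 19687 in the jejunum, and 19995 and 19892 in the palate. A gene with several probes was represented by the probe with the highest mean signal over the 30 arrays.

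The calculations used R 4.3.3 with limma 3.58.1 and the data.table package (1.17.8), and Python 3.11.15 for the figures. At each dose, the 3 exposed and the 3 control arrays of that dose set were compared alone with limma (lmFit and eBayes, two-sided). A differentially expressed gene (DEG) was a probe with a fold change of at least 2 in either direction, an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.05 over the probes tested in that tissue and day. A potential DEG (pDEG) was a probe with a fold change of at least 1.5 and an unadjusted p under 0.05, without adjustment. Counts are of probes unless genes are named. As a background, control arrays of 1 dose set were tested against control arrays of another (10 pairs of sets for each tissue and day). Both sides were then the same animals, so the background held hybridisation and normalization noise but no difference between animals. It held labelling noise only if each array was labelled separately, which the sample labels do not give. No animal level was fitted in these pairs, so spread between animals stayed in the residual and the counts can be too low. In a limma trend over control arrays, an animal level raised the probes with an unadjusted p under 0.05 from 370 to 874 in the duodenum at day 8. It raised them in every other tissue and day too. A dose trend was a limma regression of log2 signal on log10 dose over the 15 exposed arrays of a tissue and day. At 520 mg/L, a limma interaction contrast tested whether the effect of exposure differed between tissues or days, over 12 arrays. The benchmark dose modelling of the study was not run, and mice were not analysed here.

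The tests, thresholds, filters and the alternatives listed next were fixed before the data were examined. They were no signal filter, control arrays averaged per animal, 1 fit over the 18 animals of a tissue and day, the replicate number as a block, a per-probe analysis of variance without moderation (as in the study's methods), quantile normalization redone, no fold criterion, each replicate left out, a trend on mg/L with control animals, and the animal as a random block for tissue pairs. A trend from which the slope of the control arrays over the same dose sets was subtracted was chosen after seeing the data.

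Genes were named by a rule. For each tissue and day, at the highest dose with a DEG, it took the 2 largest rises and the 2 largest falls among DEGs with 1 gene symbol whose 3 exposed arrays all lay beyond the 3 control arrays. It also took any DEG of the palate and 3 lists tested at 520 mg/L: iron uptake (Tfrc, Slc11a2, Cybrd1, Slc40a1, Heph), oxidative stress (Nqo1, Hmox1, Gclc, Gclm, Txnrd1, Srxn1) and immediate early genes (Fos, Egr1, Atf3). Marker lists of absorptive enterocytes, goblet cells, crypt and cycling cells, enteroendocrine cells, lymphocytes, stromal cells, skeletal muscle and salivary gland were used for the closing observations.

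Replicate numbers were shared by the exposed and control arrays of each set. Deviations from the group means were correlated between same-numbered arrays, and the numbers were taken to pair the arrays where all 3 correlations exceeded 0.1. This held in 18 of 30 comparisons. Of 90 correlations, 81 were above 0, with a median of 0.32 and a range of -0.35 to 0.75. Same-numbered arrays of a set had neighbouring array numbers in 90 of 90 pairs, with exposed and control arrays in alternation. The labels do not name a processing step that they share.

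The control animals also gave the error of the measurement. Arrays of the same control animal correlated at a median r of 0.983 to 0.993 across probes, which are not independent replicates. The median SD between arrays of 1 control animal was 0.14 to 0.21 log2 and the median SD between control animals 0.10 to 0.16.

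Each fit was tested on simulated data in which 200 probes per simulation were changed by known folds (5 simulations). For the 520 mg/L comparisons, the DEG criteria recovered 99.1% of 4-fold, 45.4% of 2-fold and 0% of 1.5-fold changes among 19162 probes in the duodenum at day 8, and 97.3%, 28.7% and 2.1% among 19140 at day 91. In the jejunum the shares were 98.8%, 42.4% and 1.5% of 19384 probes at day 8 and 98.8%, 45.4% and 0.9% of 19687 at day 91. In the palate they were 96.7%, 40.3% and 0% of 19995 probes at day 8, and 99.1%, 44.5% and 0.3% of 19892 at day 91. The pDEG criteria recovered 97.9% and 99.4% of the 2-fold changes in the palate at days 8 and 91, and called a mean of 164.6 and 104.2 unchanged probes per simulation. The dose trend recovered 82.1% and 73.7% of 2-fold changes in the palate, and 91% and 81.2% in the duodenum. The interaction of duodenum and palate recovered 93% and 92.1% of 4-fold differences among 22426 and 22457 probes, and 24.8% and 20.3% of 2-fold differences.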

Results

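Expression was measured as log2 normalized Cy3 signal in 180 arrays of rat duodenum, jejunum and palate after 7 or 90 days of drinking water with SDD. The doses were 0.3, 4, 60, 170 and 520 mg/L SDD, the lowest being about 0.1 and the highest about 180 ppm as Cr(VI). Each dose of a tissue and day had 3 exposed and 3 control arrays. Array medians were nearly equal within a tissue and day (7.70 to 7.71 log2 in the duodenum at day 8), since the values had been quantile normalized. Mean correlations of an array with the other arrays of its tissue and day were lowest for exposed replicate 3 at 0.3 mg/L in the palate at day 91 (r across probes 0.836). The next lowest of the 180 was 0.939, in the duodenum at day 91, and the next lowest in the palate at day 91 was 0.970 (median 0.979).

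The first comparison asked how many transcripts changed at each dose in the small intestine. In the duodenum at day 8, limma called 0 DEGs at 0.3 mg/L and 0 at 4 mg/L, where 485 and 3322 of 19162 probes had an unadjusted p under 0.05 (2.53% and 17.3%). The analysis of variance without moderation also called 0 at both doses. There were 342 DEGs at 60 mg/L (73 higher and 269 lower in exposed animals), 1349 at 170 mg/L (595 higher, 754 lower) and 1012 at 520 mg/L (387 higher, 625 lower). The alternative that moved these counts most was the replicate block, under which 0 of the 342 DEGs at 60 mg/L remained, and the replicate numbers paired the arrays in that comparison. Without a fold criterion the count at 170 mg/L was 5451, of which 58.9% were higher against 44.1% with it. Leaving out 1 array gave 0 DEGs at 60 mg/L without exposed replicate 1 or control replicate 1, 227 without exposed replicate 2, 6 without exposed replicate 3 and 27 without control replicate 3. The count at 520 mg/L was 674 without exposed replicate 2. Over all doses, 1526 probes of 867 genes were a DEG at 1 or more doses.

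In the duodenum at day 91, limma called 0 DEGs at 0.3 and 4 mg/L (194 and 393 of 19140 probes with an unadjusted p under 0.05, and 0 DEGs by the analysis of variance). It called 1 at 60 mg/L, 251 at 170 mg/L (43 higher, 208 lower) and 68 at 520 mg/L (18 higher, 50 lower). The DEG at 60 mg/L was Ubd, which fell by 2.88 ± 0.16 (SE) log2 with a limma adjusted p of 0.0118, and was not called when any 1 of the 6 arrays was left out. At 170 mg/L the count fell to 5, 0 and 11 without exposed replicate 1, 2 or 3, and to 122 and 132 without control replicate 2 or 3. At 520 mg/L it was 259 without exposed replicate 1, 0 without exposed replicate 2, 1 without exposed replicate 3, and 8, 1 and 4 without control replicate 1, 2 or 3. With 1 fit over 18 animals, 160 DEGs were called at 60 mg/L and 421 at 520 mg/L. The analysis of variance called 0 at 170 and 520 mg/L. In all, 264 probes of 175 genes were a DEG at 1 or more doses.

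In the jejunum at day 8, limma called 0 DEGs at 0.3 and 4 mg/L (349 and 1435 of 19384 probes with an unadjusted p under 0.05, and 0 DEGs by the analysis of variance). It called 124 at 60 mg/L (6 higher, 118 lower), 1427 at 170 mg/L (663 higher, 764 lower) and 1805 at 520 mg/L (884 higher, 921 lower). The replicate block, in a comparison whose numbers paired the arrays, left 0 of the 124. The analysis of variance called 0, 9 and 1028 at these doses. Without control replicate 2 the counts were 1427, 2678 and 3056. At 60 mg/L the count was 1, 1 and 0 without exposed replicate 1, 2 or 3, and 0 without control replicate 1 or 3. At 170 mg/L it was 586, 353 and 124 without exposed replicate 1, 2 or 3, and 152 and 341 without control replicate 1 or 3. At 520 mg/L it was 982 and 983 without exposed replicate 2 or 3, and 1032 and 1120 without control replicate 1 or 3. In all, 1965 probes of 1043 genes were a DEG at 1 or more doses.

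In the jejunum at day 91, limma called 0 DEGs at 0.3, 4 and 60 mg/L (843, 2579 and 588 of 19687 probes with an unadjusted p under 0.05, and 0 DEGs by the analysis of variance), 3 at 170 mg/L (all higher) and 151 at 520 mg/L (33 higher, 118 lower). The 3 were Tff2 (2.62 ± 0.19 SE, adjusted p 0.0460), Phlda1 (2.15 ± 0.11, adjusted p 0.0161) and a probe with no gene symbol (2.94 ± 0.18, adjusted p 0.0228). Phlda1 and the probe with no symbol are named only because the count was low, a choice made after their values were seen, and so is Ubd at 60 mg/L in the duodenum at day 91. Under the replicate block, with paired numbers, 0 of these 3 remained. Without control replicate 2 there were 19 DEGs at 170 mg/L, and 0 without any other array. The count at 520 mg/L was 230 without control replicate 2, 4 without control replicate 1, 3 without exposed replicate 1, and 0 without exposed replicate 2 or 3 or control replicate 3. In all, 152 probes of 104 genes were a DEG at 1 or more doses.

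**Figure D1:**
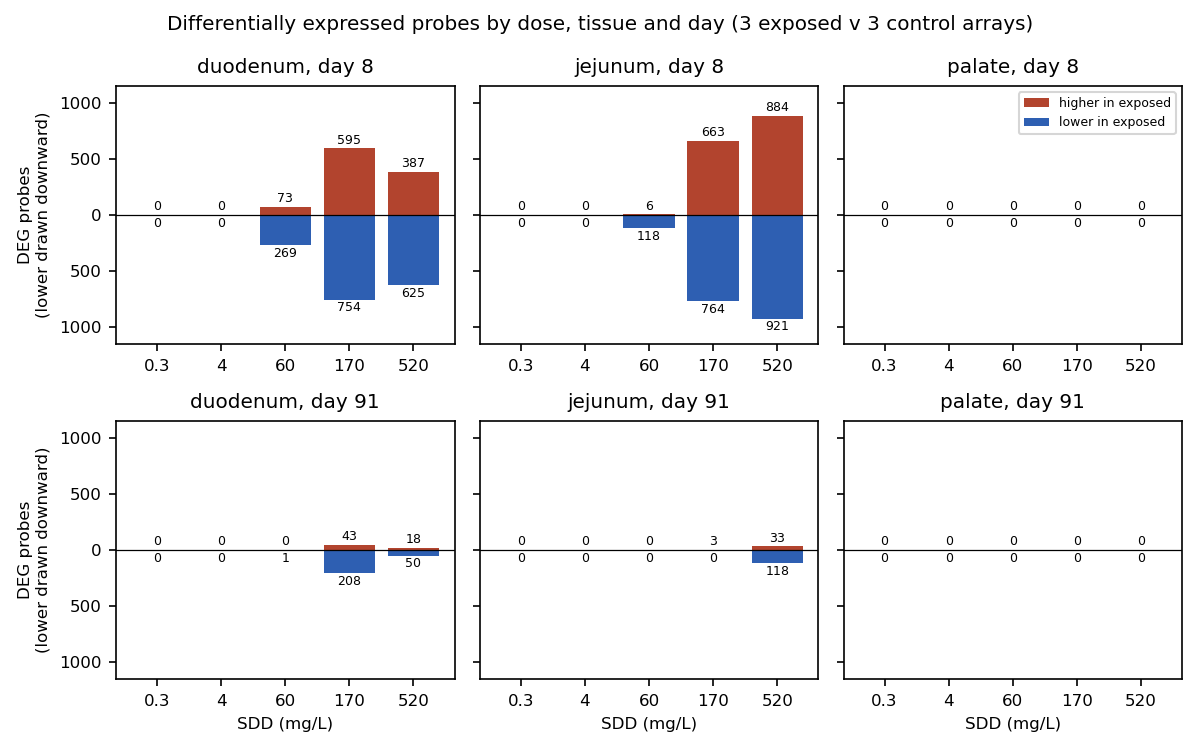
Number of DEG probes (vertical axis, higher in exposed animals drawn upward and lower drawn downward) by SDD dose in mg/L (horizontal axis), for each tissue and day, each from 3 exposed and 3 control arrays. At day 8 counts were 0 at 0.3 and 4 mg/L, highest at 170 mg/L in the duodenum (1349, then 1012 at 520 mg/L) and highest at 520 mg/L in the jejunum (1805). They were 0 at every dose in the palate.

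Control arrays tested against each other, with no animal level in the fit, gave 0 DEGs in all 60 pairs of control sets. The median number of pDEGs between control sets was 67 (45 to 107) and 33 (17 to 50) in the duodenum at days 8 and 91, 115.5 (20 to 941) and 9.5 (7 to 33) in the jejunum, and 11.5 (6 to 76) and 5.5 (1 to 82) in the palate. The value of 941 was between the 4 and the 520 mg/L control sets of the jejunum at day 8, and those of 4 and 170 mg/L gave 878. Between exposed and control arrays, 20 of 94 control features met the DEG criteria at 170 mg/L in the duodenum at day 8 and 1 at 60 mg/L, and 0 did in every other comparison.

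At 520 mg/L in the duodenum at day 8, the largest rises were Scd2 (3.63 ± 0.29 log2, SE, 3 exposed and 3 control arrays, adjusted p 0.00125) and Mmp10 (3.15 ± 0.22, adjusted p 0.000765). The largest falls were Dnase1 (-4.86 ± 0.28, adjusted p 0.000459) and Cyp1a1 (-4.66 ± 0.13, adjusted p 7.42e-05). At day 91 the duodenum had its largest rises in Apoe (3.95 ± 0.20, adjusted p 0.00490) and Mmp10 (2.63 ± 0.27, adjusted p 0.0343), and its largest falls in Ubd (-3.79 ± 0.47, adjusted p 0.0475) and Slc27a2 (-3.72 ± 0.34, adjusted p 0.0343). In the jejunum at day 8 the largest rises were Scd2 (4.12 ± 0.48, adjusted p 0.00570) and Mmp10 (3.66 ± 0.49, adjusted p 0.00743), and the largest falls Slc27a2 (-4.90 ± 0.30, adjusted p 0.00230) and Ubd (-4.74 ± 0.24, adjusted p 0.00230). At day 91 they were Tff2 (3.28 ± 0.42, adjusted p 0.0312) and Apoe (2.78 ± 0.19, adjusted p 0.0207) upward, and Ubd (-3.74 ± 0.36, adjusted p 0.0241) and Slc27a2 (-3.36 ± 0.26, adjusted p 0.0207) downward. All 3 exposed arrays lay beyond all 3 control arrays for each of these, as the naming rule required, and no probe of these genes changed the other way. Across 12 alternatives each of the 8 changes named at day 8 stayed a DEG, while each of the 8 at day 91 lost its call under at least 2. The ranking is of measured changes. Dnase1 in the jejunum at day 91 had a control mean at the ceiling of 16, so its change of -2.66 is a lower bound on its fall.

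The lists asked whether genes of iron uptake, oxidative stress and the immediate early response changed at 520 mg/L. Of 5 iron uptake genes in the duodenum at day 8, 4 had an adjusted p under 0.05 over all probes and 5 adjusted over the list alone. Tfrc rose by 1.92 ± 0.13 log2 (adjusted p 0.000765). Slc40a1 (-1.33 ± 0.12, adjusted p 0.00183) and Heph (-1.84 ± 0.13, adjusted p 0.000768) fell. Cybrd1 lay at the scanner ceiling in all 3 control arrays, so its signal was at least 3.21-fold lower in exposed animals (adjusted p 0.00246). In the jejunum at day 8, 4 of 5 passed over all probes and 4 adjusted over the list alone: Tfrc rose (1.69 ± 0.44, adjusted p 0.0330), and Cybrd1 (-3.61 ± 0.54, adjusted p 0.00914), Slc40a1 (-2.02 ± 0.23, adjusted p 0.00555) and Heph (-1.66 ± 0.17, adjusted p 0.00440) fell. The call of Tfrc in the jejunum was lost without exposed replicate 1, 2 or 3 and without control replicate 1 or 3. The 2 probes of Slc11a2 differed. In the duodenum at day 8 the probe with the highest signal changed by 0.47 (adjusted p 0.113), with 1 exposed array at the ceiling. In the jejunum at day 8 it changed by -0.71 (adjusted p 0.200). The other probe was a DEG in both, with rises of 1.64 (adjusted p 0.00235) and 1.07 (adjusted p 0.00302). The counts of listed genes use the probe with the highest signal. At day 91, 0 of 5 passed over all probes in the duodenum by the probe with the highest signal, and 5 adjusted over the list alone. The other probes of Slc11a2 (1.62 ± 0.22, adjusted p 0.0497) and Tfrc (1.17 ± 0.15, adjusted p 0.0490) were DEGs there. In the jejunum at day 91 1 of 5 passed over all probes and 2 adjusted over the list alone, Slc11a2 being a DEG (1.88 ± 0.13, adjusted p 0.0207), lost without exposed replicate 1, 2 or 3 and without control replicate 1 or 3. In the palate 0 of 5 passed either way at both days, with changes of -0.17 to 0.25 and -0.07 to 0.19.

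Of 6 oxidative stress genes at day 8, 2 had an adjusted p under 0.05 over all probes and 2 adjusted over the list alone in the duodenum (Txnrd1 and Srxn1, which fell by 0.81 and 0.68). In the jejunum 2 and 2 passed (Nqo1 and Gclc, higher by 0.76 and 0.97). None of these reached a 2-fold change. At day 91 the numbers were 0 of 5 genes both ways in the duodenum, and 0 of 6 over all probes and 1 adjusted over the list alone (Gclc) in the jejunum. In the palate 0 of 5 passed both ways at day 8 and at day 91. Of 3 immediate early genes, 2 passed over all probes and 2 adjusted over the list alone in the duodenum at day 8, where Fos was a DEG (-1.23 ± 0.23, adjusted p 0.0152, lost without control replicate 1) and Atf3 fell by 0.72. Fos and Atf3 (2 of 3 both ways) fell by 0.97 and 0.91 in the jejunum at day 8. At day 91, 0 of 3 passed both ways in the duodenum and the jejunum. In the palate 0 of 3 passed both ways at day 8, where Fos changed most (1.42 ± 0.65 log2, limma unadjusted p 0.0743). At day 91 0 passed over all probes and 2 adjusted over the list alone (Egr1 and Atf3, which fell by 0.49 and 0.57).

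**Figure D2:**
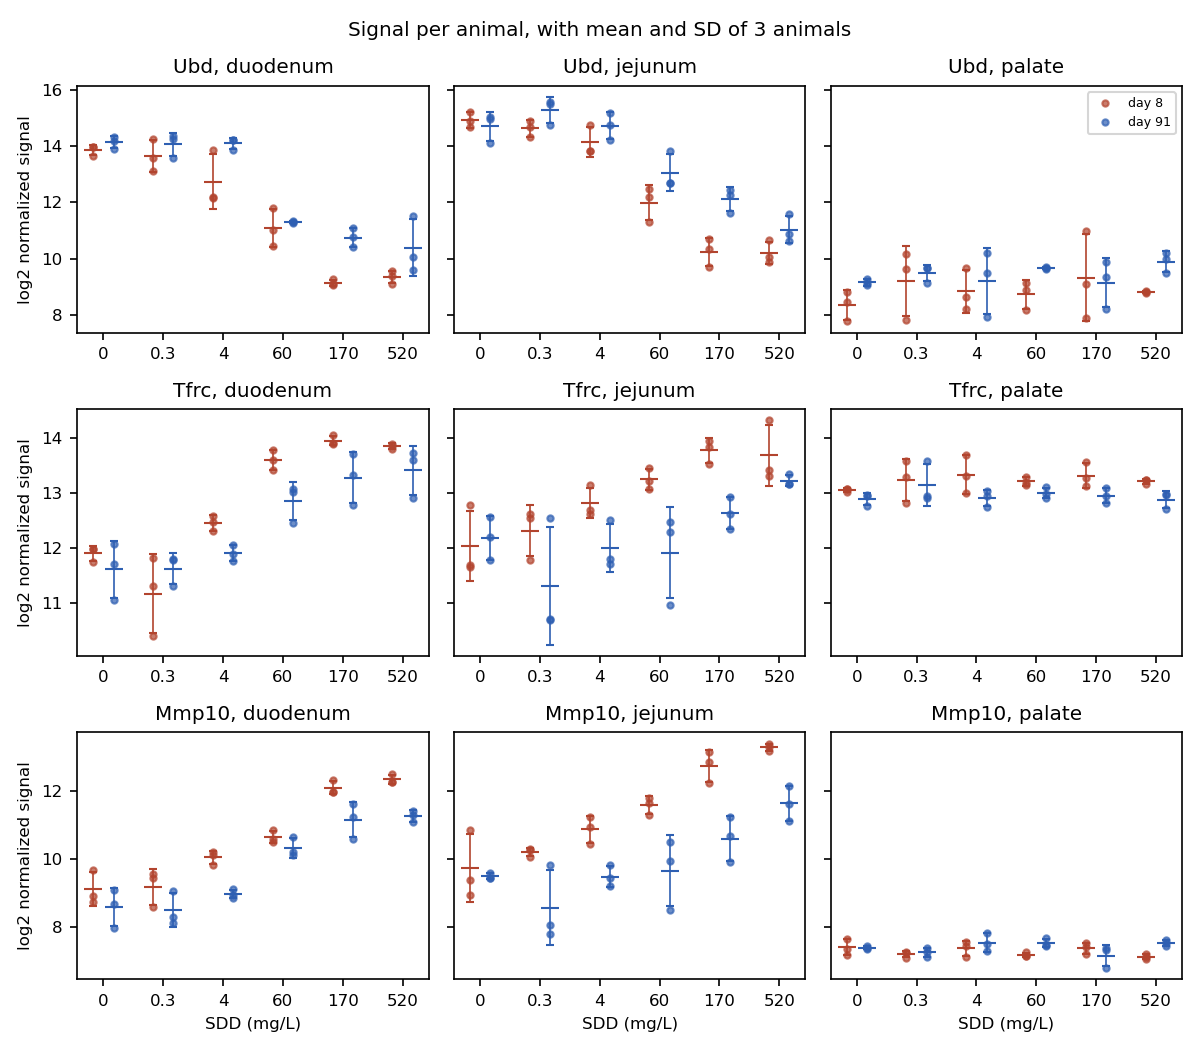
Log2 normalized signal (vertical axis) of Ubd, Tfrc and Mmp10 by SDD dose in mg/L (horizontal axis) in each tissue at day 8 and day 91, with points for animals (control arrays averaged per animal) and mean and SD of 3 animals. Ubd fell with dose in duodenum and jejunum, with a change of -4.74 log2 at 520 mg/L in the jejunum at day 8, while Tfrc in the palate changed by 0.17 and 0.07 at 520 mg/L.

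The palate comparison asked whether the oral mucosa responded. limma called 0 DEGs at each of the 5 doses at both days, with lowest adjusted p values from 0.740 to 1, and the analysis of variance also called 0. At day 8, 1054, 891, 684, 615 and 820 of 19995 probes had an unadjusted p under 0.05 at 0.3, 4, 60, 170 and 520 mg/L, and at day 91 226, 1082, 1332, 869 and 663 of 19892. These were 1.14% to 6.70% of the probes tested. Leaving out 1 array gave 1 DEG in each of 2 comparisons, which are named although chosen after their values were seen. They were S100g at 4 mg/L and day 8 without exposed replicate 2, and a probe with no gene symbol at 60 mg/L and day 91 without control replicate 2. The probe of S100g was near the ceiling in exposed replicates 1 and 3 (15.89 and 16 log2), against 8.79 to 10.64 in the other 58 palate arrays.

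With the relaxed criteria, the palate had 149, 316, 33, 53 and 94 pDEGs at 0.3, 4, 60, 170 and 520 mg/L at day 8, and 73, 204, 205, 70 and 65 at day 91. At 1 or more doses there were 572 probes of 361 genes at day 8 and 558 probes of 347 genes at day 91. The alternative that moved them most was the fit over 18 animals, with 7 at 520 mg/L and day 91. Without the signal filter there were 1065 and 1728 at 1 or more doses. With the replicate block, where the numbers paired the arrays, 170 mg/L gave 87 at day 8 and 136 at day 91. Counts at each dose moved by over 1.5 times with at least 2 of the 6 arrays left out in turn. For 520 mg/L they ranged from 63 (without exposed replicate 1) to 487 (without exposed replicate 2) at day 8, and from 42 (without control replicate 1) to 161 (without exposed replicate 1) at day 91. The count did not rise with dose at either day.

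**Figure D3:**
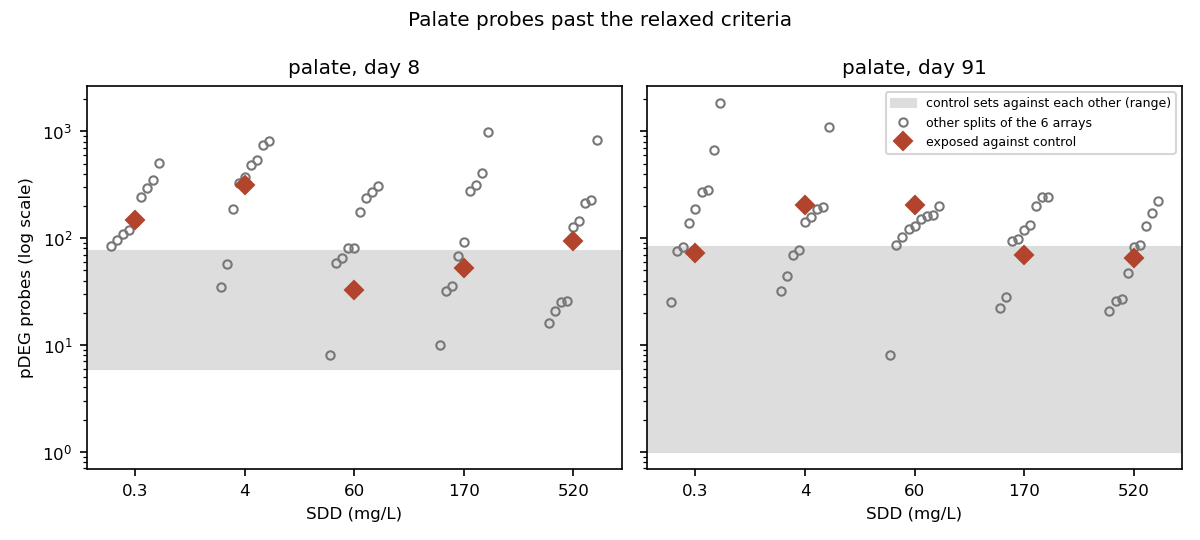
Number of pDEG probes in the palate (vertical axis, log scale) by SDD dose in mg/L (horizontal axis) at day 8 and day 91, with diamonds for exposed against control arrays, circles for the other splits of the same 6 arrays and a grey band for control sets against each other (6 to 76 at day 8, 1 to 82 at day 91). At 520 mg/L the counts of 94 and 65 lay within the other splits, whose highest values were 826 and 225. The grey band can be too low, since no animal level was fitted for it.

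The dose trend asked for a response among exposed animals alone. A trend with an adjusted p under 0.05 was found for 8623 probes in the duodenum at day 8 (4564 rising, 4059 falling) and 3691 at day 91 (1883 rising, 1808 falling). In the jejunum there were 7433 at day 8 (3867 rising, 3566 falling) and 3040 at day 91 (1325 rising, 1715 falling). In the palate limma found 0 at both days, with lowest adjusted p values of 0.414 and 0.491 and 1739 and 1621 probes at an unadjusted p under 0.05. No other tool was run for the trend. Among alternatives with all arrays, the regression on mg/L with control animals moved the trend most, to 1097 in the duodenum at day 91. Leaving out replicate 3 moved it further, to 404 in the duodenum and 424 in the jejunum at day 91, and leaving out replicate 1 gave 618 in the jejunum. The control arrays over the same dose sets served as background. They gave 0 probes in each tissue and day, or 1 in the jejunum at day 8 with a level for each control animal, where 3655 of 19384 probes had an unadjusted p under 0.05.

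The effect of 520 mg/L was then compared between tissues and days. It differed between duodenum and palate for 2239 of 22426 probes at day 8 (1245 with a higher and 994 with a lower change in the duodenum) and for 141 of 22457 at day 91 (26 higher, 115 lower). Without replicate 1, 2 or 3 the number was 135, 998 and 415 at day 8, and without replicate 2 or 3 it was 1 at day 91. Between duodenum and jejunum limma found 0 probes at both days (lowest adjusted p 0.142 and 0.615, with 1355 and 985 probes at an unadjusted p under 0.05). Between day 91 and day 8 it found 0 in the duodenum (0.329, 506 probes), 0 in the jejunum (0.0712, 3413 probes) and 0 in the palate (1, 489 probes). No other tool was run for these contrasts. In simulated data, 34.9% and 15.2% of 2-fold differences were recovered between duodenum and jejunum at days 8 and 91. Between days, 14%, 34.3% and 44.5% were recovered in duodenum, jejunum and palate. For 4-fold differences the shares in these contrasts were 88.8% to 95.5%. The counts of 0 therefore do not show equal effects.

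Among probes tested in both tissues at day 8, 293 were higher and 512 lower at 520 mg/L as a DEG in both duodenum and jejunum, where independent lists would share 18.3 and 30.9. Of 1010 duodenal DEGs at day 8, 99.9% changed in the same direction in the jejunum. At day 91 both tissues shared 10 higher and 31 lower (0.0293 and 0.315 for independent lists), and 100% of 67 duodenal DEGs changed in the same direction in the jejunum. The tissues came in part from the same rats. Between days, 99.8% of 1009 duodenal and 96.5% of 1799 jejunal DEGs of day 8 changed in the same direction at day 91, in other rats.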

Values the study reported

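The study reported no significant DEGs in the rat oral mucosa at either day, apart from 1 probeset without a gene annotation. With relaxed criteria it reported 288 pDEGs at day 8 and 168 at day 91 in the rat oral mucosa. Of these, 20 and 7 had an acceptable dose-response curve.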

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

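The tests of signal, spread and the E1A control features in this part were chosen only after the result was seen, while the splits of the samples were planned.

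The effect of 520 mg/L differed between duodenum and palate, by an interaction test, for 2239 probes at day 8 and 141 at day 91. Of the duodenal DEGs, 871 of 1012 at day 8 and 58 of 68 at day 91 were among them. Absent signal in the palate was excluded as the whole cause, since 88.57% and 73.05% of the differing probes passed the signal filter in both tissues. A wider spread in the palate was excluded too: its median residual SD was 0.1926 log2 at day 8 and 0.1684 at day 91, against 0.211 and 0.261 in the duodenum. An array-wide difference marked by the E1A control features, whose source the labels do not give, was weighed for the duodenal DEGs at 520 mg/L and day 8. The E1A shift was -0.88 there. It was excluded as the whole cause, since a shift of -1.02 at 4 mg/L came with 0 DEGs. A part in these DEGs stays open, since 3322 probes at 4 mg/L had a limma unadjusted p under 0.05. The E1A shift was not tested in this way for day 91. At day 8, 4 of 100 splits of the 12 arrays within each tissue gave as many probes as the real one, the real one included (highest other 2547), so chance can be excluded there by this count. At day 91, 12 of 100 did (highest other 353), so chance cannot be excluded by this count. That contrast rests on the draws: 8 and 12 of the 100 splits kept the duodenal arms, and their medians were 2206.5 and 203, near or above the real values. All 4 and all 12 splits with as many probes were among them, so the palate labels mattered little and the days are not told apart by these shares. Among splits that neither kept nor mirrored them the highest values were 3 and 1. The numbers also depended on single animals, with 135 at day 8 without replicate 1 and 1 at day 91 without replicate 2 or 3, and 38 at day 91 under the replicate block. Duodenal DEG lists of the other day, from other animals, were scored at 520 mg/L. In the duodenum the change was 1.97 (SE 0.09) at day 8 and 1.07 (SE 0.28) at day 91, over 67 and 1009 probes. In the palate it was -0.025 and -0.002, over 46 and 830 probes. The duodenum thus changed more over the probes of these lists scored in each tissue. That the difference is biological remains a hypothesis. What differs between the tissues, such as the chromium they take up or the cells they hold, was not tested, and normalization within each tissue stays open as well.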

How the results depend on the processing

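The trend with the slope of the control arrays subtracted was chosen only after the result was seen.

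The largest change of a value when quantile normalization was redone was 0.10 log2, and 48 of 48 counts stayed within 1.5 times. The 0 counts of DEGs in the palate stayed 0 in every alternative that kept all arrays. Of the 26 named changes, 0 reversed in any alternative, and 26 kept their call without the filter, 25 with averaged control arrays, 25 in the fit over 18 animals, 18 with the replicate block and 15 in the analysis of variance. Between 3 and 10 lost it when 1 array was left out. The losses were at day 91, except Tfrc in the jejunum and Fos in the duodenum at day 8. At day 91, Apoe in the duodenum lost its call only without exposed replicate 2 among arrays left out. Mmp10, Slc27a2 and Ubd in the duodenum each lost it without exposed replicate 2 or 3 and control replicate 2 or 3, and Mmp10 and Ubd also without control replicate 1. All 5 in the jejunum (Apoe, Slc11a2, Slc27a2, Tff2 and Ubd) lost it without exposed replicate 1, 2 or 3 and control replicate 3, and all but Slc27a2 also without control replicate 1. Adjusted p values of Apoe in the duodenum ranged from 3.88e-05 to 0.200 over its 12 alternatives. In what follows the cause was not tested unless stated.

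The replicate block takes 2 degrees of freedom from each fit of 6 arrays. With it, DEGs at 60 mg/L and day 8 went from 342 to 0 in the duodenum and from 124 to 0 in the jejunum, and at 170 mg/L and day 91 in the jejunum from 3 to 0. In the palate, pDEGs at 170 mg/L went from 53 to 87 at day 8 and from 70 to 136 at day 91. In these the replicate numbers paired the arrays. In others the correlations did not all pass the limit set for pairing. Same-numbered arrays had neighbouring array numbers there too, so a shared step stays open and the block cannot be set aside. In these, DEGs at day 91 went from 1 to 0 at 60 mg/L and from 68 to 1 at 520 mg/L in the duodenum. In the jejunum they went from 151 to 0 at 520 mg/L (152 to 0 at 1 or more doses). Palate pDEGs at 520 mg/L and day 91 went from 65 to 122. The difference between duodenum and palate at day 91 went from 141 to 38 (34.2% higher in the duodenum, against 18.4%). The block moved no other count by over 1.5 times (50 of 61 stayed).

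The analysis of variance without moderation has 4 degrees of freedom and borrows no spread between probes. Its DEG counts at day 8 were 75 at 60 mg/L in the duodenum (from 342), and 0, 9 and 1028 at 60, 170 and 520 mg/L in the jejunum (from 124, 1427 and 1805), with 1029 at 1 or more doses (from 1965). At day 91 they were 0 and 0 at 170 and 520 mg/L in the duodenum (from 251 and 68; 1 at 1 or more doses, from 264), and 0 and 0 in the jejunum (from 3 and 151; 0 at 1 or more doses, from 152). Its pDEGs in the palate from 0.3 to 520 mg/L were 76, 171, 16, 28 and 47 at day 8 (314 at 1 or more doses, from 572) and 35, 129, 113, 25 and 29 at day 91 (318, from 558).

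With 1 fit over 18 animals, DEGs were 2 at 4 mg/L in the duodenum at day 8 (from 0), 160 and 421 at 60 and 520 mg/L at day 91 (from 1 and 68; 451 at 1 or more doses, from 264), 621 at 60 mg/L in the jejunum at day 8 (from 124), and 12 and 80 at 60 and 170 mg/L at day 91 (from 0 and 3; 239 at 1 or more doses, from 152). In the palate, pDEGs were 208 at 4 mg/L and day 8 (from 316), and 233, 26, 91, 42 and 7 from 0.3 to 520 mg/L at day 91 (from 73, 204, 205, 70 and 65). With control arrays averaged per animal, DEGs in the duodenum at day 91 were 4 at 60 mg/L and 39 at 520 mg/L, and pDEGs in the palate were 154 at 4 mg/L and day 8, and 48 and 111 at 0.3 and 4 mg/L and day 91.

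Without the filter more probes were tested. DEGs at 170 mg/L in the jejunum at day 91 were 7 (from 3). Palate pDEGs from 0.3 to 520 mg/L were 263, 494, 132, 95 and 175 at day 8 (1065 at 1 or more doses) and 270, 491, 716, 186 and 196 at day 91 (1728). Between palate control sets the medians without the filter were 74.5 (39 to 129) and 141 (69 to 300), so 95 at day 8 and 270, 186 and 196 at day 91 lay within that background. Up to 2 DEGs were called between jejunal control sets at day 8. Without the fold criterion, probes with smaller changes entered: at day 8, 1236, 5451 and 3956 at 60, 170 and 520 mg/L in the duodenum (6289 at 1 or more doses), and 4006 and 6293 at 170 and 520 mg/L in the jejunum (6817). The share that was higher then rose in the duodenum from 21.4% to 51.5%, 44.1% to 58.9% and 38.2% to 56.4% at these doses.

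The regression on mg/L with control animals gave a trend for 4736 (from 8623) and 1097 (from 3691) probes in the duodenum at days 8 and 91 and 1675 (from 3040) in the jejunum at day 91. With the slope of the control arrays subtracted it was 2120 in the duodenum at day 91 and 4369 (from 7433) in the jejunum at day 8. The palate trend was 0 in each of these. With the animal as a random block, the differences between tissues were 2428 and 158 for duodenum and palate and 0 and 0 for duodenum and jejunum.

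Leaving out 1 array moved DEG counts over these ranges: in the duodenum, 0 to 464 at 60 mg/L and 674 to 1355 at 520 mg/L at day 8, and 0 to 0, 0 to 190 and 0 to 259 at 60, 170 and 520 mg/L at day 91 (0 to 259 at 1 or more doses); in the jejunum, 0 to 1427, 124 to 2678 and 982 to 3056 at 60, 170 and 520 mg/L at day 8 (988 to 3492 at 1 or more doses), and 0 to 19 and 0 to 230 at 170 and 520 mg/L at day 91 (0 to 231). In the palate the range was 0 to 1 at 4 mg/L and day 8 (without exposed replicate 2) and at 60 mg/L and day 91 (without control replicate 2), and 0 to 1 at 1 or more doses at both days. Palate pDEGs from 0.3 to 520 mg/L ranged from 111 to 430, 183 to 749, 28 to 166, 50 to 257 and 63 to 487 at day 8 (673 to 1523 at 1 or more doses), and from 31 to 440, 144 to 725, 112 to 397, 39 to 309 and 42 to 161 at day 91 (433 to 1307). Leaving out 1 replicate number, the trend at day 91 ranged from 404 to 3267 in the duodenum and 424 to 3429 in the jejunum, the duodenum and palate difference from 135 to 998 at day 8 and 1 to 201 at day 91, and the day difference in the jejunum from 0 to 1. With 1 array fewer the fits have fewer degrees of freedom.

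A median shift of raw signals was not run, because raw signals were not used here, and quantile normalization was redone instead. Signal over background was not given, so what the dim probes could show is unknown, and probes at the scanner ceiling in both arms (81 to 270 per comparison) could not show a change.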

Other observations

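The tests of iron genes, the palate control arrays at 4 mg/L, the E1A control features, the outlying palate array, the intestinal transcripts and the palate marker lists with 1 gene left out were chosen only after the result was seen, as were those of intestinal material among the pDEGs.

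Intestinal transcripts were highest in 2 of the 60 palate arrays. In exposed replicates 1 and 3 at 4 mg/L and day 8, S100g was 15.89 and 16, Fabp2 12.30 and 13.64 (highest of the other 58 palate arrays 11.04) and Apoa4 13.82 and 14.97 (highest other 13.07), and all 3 were at the ceiling of 16 in the duodenal control arrays. Over 56 other probes with a mean of at least 14 in duodenal and under 8.5 in palate control arrays, the median rise was 1.21 in replicate 1 (55 of 56 higher) and 2.51 in replicate 3 (56 of 56), with a highest value of 0.51 in the other 58 palate arrays. That value was of exposed replicate 1 at 170 mg/L and day 91 (53 of 56 higher), and exposed replicate 3 at 4 mg/L and day 91 had 0.48 (49 of 56) and its control replicate 3 0.32, so lower levels were not confined to this group or to exposed animals. A response of the palate at day 8 was excluded, since the highest median at 60 to 520 mg/L and day 8 was 0.06. Intestinal material in these samples is a candidate explanation. The rise corresponded to a median of 0.745% and 2.62% of the duodenal signal, where control signals near the ceiling make the share uncertain. Tissue, RNA and labelled target could not be told apart. Of the 56 probes, 12 passed the palate filter, and only 4 of the 316 pDEGs at 4 mg/L were among them or the 4 named genes, the fourth being Fabp1. The reverse was not seen: 68 abundant palate probes had a highest median rise of 0.07 in the 120 gut arrays.

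The 316 pDEGs at 4 mg/L in the palate at day 8 were the highest palate count of that day. Intestinal material was excluded as the whole cause, since 207 of them fell. The control arrays of that dose set could not be told apart from the exposed ones as the cause, because averaged control arrays left 154 pDEGs at 4 mg/L against 149 at 0.3 mg/L.

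The number of palate genes that were a pDEG at 1 or more doses was 361 at day 8 and 347 at day 91. Both are higher than the numbers of genes quoted from the study above. With the analysis of variance without moderation, the numbers were 203 and 191. The first is then lower and the second higher than quoted, and numbers of genes also depend on the probe annotation used. The supplement of the study also counts probes, which need no gene symbol. The 572 and 558 probes of the main fit were more than the study's at both days. The 314 and 318 probes of the analysis of variance were fewer at both days.

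Splits of the 6 arrays of a comparison number 10, so by this count alone chance cannot be excluded for any number of DEGs or pDEGs. Other rats argue against chance for the gut DEGs at 520 mg/L: of those of day 8, 99.8% of 1009 in the duodenum and 96.5% of 1799 in the jejunum changed in the same direction at day 91, and those of day 91 changed by 1.97 (SE 0.09) and 2.27 (SE 0.22) at day 8. For the DEGs, the real split was the only 1 of 10 to give as many in each of the 11 gut comparisons with at least 1 DEG (342, 1349 and 1012, then 1, 251 and 68 in the duodenum, 124, 1427 and 1805, then 3 and 151 in the jejunum), and the highest other split gave 0, or 1 at 520 mg/L in the duodenum at day 91. Where the count was 0, as in the palate, 10 of 10 splits gave as many, and 1 other split of 170 mg/L in the palate at day 91 gave 1. For the palate pDEGs from 0.3 to 520 mg/L, 5, 7, 9, 7 and 6 of 10 splits gave as many at day 8, where the real counts were 149, 316, 33, 53 and 94 and the highest others 508, 807, 309, 989 and 826. At day 91 9, 2, 1, 8 and 6 did, with real counts of 73, 204, 205, 70 and 65 and highest others of 1828, 1098, 200, 245 and 225. Splits with several times the real count point to a structure of the samples other than exposure. Where the numbers paired the arrays (4, 60 and 170 mg/L at both days), the real split and 3 others parted all 3 pairs. The highest of these 3 was 186, 81 and 68 at day 8 and 70, 160 and 119 at day 91, so 316, 204 and 205 exceeded them and 33, 53 and 70 did not. The 6 splits that put both members of 2 pairs on 1 side reached up to 807, 309 and 989 at day 8 and 1098, 200 and 245 at day 91.

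For the dose trend, 1 of 100 splits gave as many probes in the duodenum at day 8 (8623, highest other 1) and at day 91 (3691, highest other 792). It was also 1 of 100 in the jejunum at day 8 (7433, highest other 2), so chance can be excluded in these by this count. In the jejunum at day 91 it was 2 of 100 (3040, highest other 3554), so another split gave more probes than the real one. The low share argues against chance there but does not exclude it. In the palate, where the count was 0, 100 of 100 splits gave as many at both days, with highest others of 545 and 12. For the effect differences with a count of 0, 100 of 100 splits gave as many. The highest others were 17 and 2514 between duodenum and jejunum at days 8 and 91, and 2, 7320 and 1870 between the days in duodenum, jejunum and palate. The 2514 and 7320 came from splits that exchanged exposed and control arrays on 1 side, which adds the effects.

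More DEGs were called at 170 than at 520 mg/L in the duodenum. A smaller effect at 520 mg/L could not be told apart from an equal one: over the jejunal DEGs the signed difference between both doses was -0.07 (SE 0.09) at day 8 and 0.15 (SE 0.17) at day 91. With 1 spread shared by 18 animals, 520 mg/L had 421 DEGs at day 91 against 316 at 170 mg/L, so a wider spread between the arrays at 520 mg/L may explain the order at day 91. At day 8 the order stayed, with 1108 against 1350, which does not decide it.

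Fewer DEGs were called at day 91 than at day 8 at 520 mg/L. A wider spread at day 91 was excluded as the whole cause, since probes with a fold of at least 2, whatever their p, were also fewer: 635 against 1136 in the duodenum and 347 against 1954 in the jejunum. Over the day 8 DEGs of 170 mg/L, the slope of the day 91 change on the day 8 change was 0.7667 in the duodenum (0.498 to 0.931 over single day 91 animals) and 0.4926 in the jejunum (0.456 to 0.556), consistent with a smaller effect at day 91. The DEG list and the day 8 change share control animals, which lowers the slope. With the list from the other tissue the slopes were 0.775 and 0.485. No single probe differed between days in the interaction test, which recovered 14% and 34.3% of simulated 2-fold differences in the duodenum and the jejunum. Age and duration were not separated.

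At day 8 and 520 mg/L the absorptive enterocyte list fell (median -0.70 in the duodenum, 7 of 7 lower, percentile 0.38 of random lists of like signal; -0.24 in the jejunum, 5 of 7 lower, percentile 17.3). A lower share of enterocytes alone would raise the markers of each other cell type alike. These markers moved apart, so a loss of enterocytes alone was excluded as the whole cause. A loss of enterocytes together with other cell types was not tested and stays open. The lowest other list with at least 4 genes was the enteroendocrine one (-0.32 and -0.23, percentiles 14.3 and 23.6). Crypt and cycling cell genes rose by 1.11 and 1.45, stromal genes by 0.85 and 1.09, and goblet cell genes changed by -0.07 and 0.00. A change in the cells that rose stays open. At day 91 the medians in the duodenum and the jejunum were -0.78 and 0.00 for enterocytes, -0.17 and 0.03 for goblet cells, 0.74 and -0.02 for crypt and cycling cells, 0.02 and 0.11 for enteroendocrine cells and 0.79 and 0.28 for stromal cells. Of 5 lymphocyte genes only 1 to 4 were measured in the gut, with medians of -0.40 and -0.47 in the duodenum and -0.42 and -0.40 in the jejunum at days 8 and 91. Too few muscle (2 of 8) and salivary (1 of 6) genes were measured there to weigh, with medians at day 8 of -0.12 and 1.78 in the duodenum and -0.63 and 1.55 in the jejunum.

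At day 8 Tfrc rose in duodenum and jejunum, while 3 listed genes fell past the adjusted threshold in each (Cybrd1, Slc40a1 and Heph). A common rise of the whole iron uptake list was therefore excluded in both. The list was taken as 1 group, and the separate roles of its genes were not weighed. A rise of only some of them stays open. The brighter probe of Slc11a2 changed by 0.47 in the duodenum and -0.71 in the jejunum, and its other probe rose by 1.64 and 1.07.

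Response sizes were compared on lists from another day. At 520 mg/L, duodenal DEGs of the other day had mean signed changes of 1.97 and 1.07 in the duodenum, over 67 and 1009 probes. In the palate the mean was -0.02469 log2 at day 8 and -0.001591 at day 91, over 46 and 830 probes. With SEs of 0.0151 and 0.00742, the duodenal response at a smaller size was excluded in the palate as far as a mean change of that size can be measured. Over the day 91 DEGs, the duodenum at 4 mg/L and day 8 had a mean signed change of 0.4765 (SE 0.07), with all 3 exposed animals above all 3 control arrays (chance gives this in 10% of such comparisons, counted either way). The change was 0.0642 at 0.3 mg/L, 1.46 at 60 mg/L, 2.09 at 170 mg/L and 1.97 at 520 mg/L. A response at 4 mg/L too small for the DEG criteria is a candidate explanation of its 3322 probes with an unadjusted p under 0.05. So is an array-wide difference of unknown source, since the E1A control features were shifted by -1.02 at that dose, and the 2 were not told apart. In the jejunum the change at 4 mg/L was 0.3588 (SE 0.20), the groups overlapped, and it could not be told apart from none.

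Spread within palate groups was compared for 2 marker lists, muscle and salivary gland. The median SD within groups of 7 of 8 skeletal muscle markers was 0.91 at day 8 and 0.88 at day 91, against 0.23 and 0.25 over all probes (percentiles 100 and 99.88 of random lists of like signal; the most abundant, Tnni2, had a mean of 15.80 at day 8). With each muscle gene left out in turn the percentile stayed at 100 at day 8 and at 99.78 to 99.92 at day 91. Unequal shares of muscle in the samples may explain part of this spread. For 3 of 6 salivary gland markers the percentile was 99.31 at day 8 and 89.8 at day 91. With 1 gene left out it was 72.54 to 98.55 and 48.09 to 81.85. Of these genes Muc5b lay at or near the ceiling (16 and 15.99) and Agr2 close to it (15.74 and 15.55). An unequal share of gland could therefore not be told apart at either day, and the limit of 95 set beforehand could not exclude it with so few genes below the ceiling. At 520 mg/L and day 91 the muscle list was lower in exposed animals (median -0.93, 7 of 7 lower, percentile 0), with 0 of 7 past an adjusted p of 0.05. At day 8 its median was -0.09 (percentile 4.04). In the palate at 520 mg/L and days 8 and 91, crypt and cycling genes were lower at both days (-0.20 with 4 of 5 lower, percentile 0.89, and -0.16 with 5 of 5 lower, percentile 0.59), salivary genes changed by -0.22 (percentile 1.47) and 0.00 (20.8), stromal genes by 0.10 (97.7) and -0.02 (7.85) and 3 enterocyte genes by 0.25 (98.1) and 0.06 (74.7), with 0 genes past an adjusted p of 0.05. The cause was not tested.

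The palate array of exposed replicate 3 at 0.3 mg/L and day 91 lay far from the others, with 6.32% of probes over 4-fold from the mean of the other 2 arrays of its group (0.307% for replicate 2 against replicate 1). Its muscle markers were lower by a median of -2.04 (percentile 0.39 of random lists). An unequal share of muscle was excluded as the whole cause, since 7.6% of the 1000 dimmest probes of the other arrays lay above its upper quartile, and 0% in each of the 29 others. Values of unrelated spots on part of the array could not be told apart from other faults, as 0.6% of the 1000 brightest probes lay below its lower quartile (0% in the others). Without it, the palate had 0 DEGs and 83 pDEGs at 0.3 mg/L and day 91.

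Control features named E1A differed between arms in the duodenum at day 8. The mean of 7 such features was lower in exposed arrays by -0.72, -1.02, -0.75, -1.42 and -0.88 log2 from 0.3 to 520 mg/L, with all 3 exposed below all 3 control arrays at each dose, and an SD of 0.11 between arrays of 1 control animal. Over 30 comparisons all exposed arrays lay below all control arrays in 11 and above in 0. The 5 comparisons of a tissue and day share their control animals, and 5 of the 11 were the duodenum at day 8 and 3 the jejunum at day 8, so no chance value was set against them. Response to exposure was excluded as the cause in the duodenum at day 8, since the shift of -0.72 was there at 0.3 mg/L with 0 DEGs. The shift alone was excluded as the whole cause of the DEGs at 520 mg/L in the duodenum at day 8, since -1.02 at 4 mg/L came with 0 DEGs. Over the 520 mg/L DEGs of day 91, the mean signed change at day 8 was 0.4765 at 4 mg/L and 1.97 at 520 mg/L. A part in the 520 mg/L DEGs stays open, since 3322 probes at 4 mg/L had a limma unadjusted p under 0.05. The shift at 170 mg/L was larger (-1.42), and 20 of 94 control features met the DEG criteria there. Over the 170 mg/L DEGs of day 91, from other rats, the mean signed change at day 8 was 1.94 (SE 0.10) at 170 mg/L but 0.3904 (SE 0.05) at 4 mg/L, against 1.40 in proportion to the shift, so the shift was excluded as the whole cause at 170 mg/L for changes that grow with it. A part in the 1349 DEGs stays open. The shift in the jejunum at day 8 grew with dose (-0.15, -0.37, -0.67, -0.88 and -1.02), so there it could not be parted from the response in this way. A labelling batch that differs between exposed and control animals stays open, as the labels give none and the alternating array numbers do not show when samples were labelled, and values were not rescaled to these features.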
